A study of Mus musculus with 38 samples. Its data were reported in "Deletion of the MAD2L1 spindle assembly checkpoint gene is tolerated in mouse models of acute T-cell lymphoma and hepatocellular carcinoma" (2017).

How the data were processed

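The values came from 38 Agilent mouse CGH arrays, 1 per tumor, with 243301 spots each. Per the file headers, the processed intensity of each channel had been made with Feature Extraction 10.7.3.1 by background subtraction, detrending and a linear dye normalization, with no normalization between arrays. The deposited log10 ratio was checked to be the logarithm of processed red over processed green signal. The deposited table of log2 ratios held 236157 probes and differed from the log2 of the same ratio by a constant per array, which was 0 for T-ALL and between -0.22 and 0.26 for HCC, and the reason for that constant was not stated. Spot and local background median intensity values, unnormalized per the file headers, were used for 1 alternative.

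Control spots (5099), spots without a position (1400) and outlier-flagged spots were removed, and replicate spots of a probe were averaged. The log2 of processed red over processed green signal was centred on the median of the autosomal probes of the array, which removed between -0.01 and 0.03 in T-ALL and between -0.04 and 0.06 in HCC. Positions are in mm9. Of the arrays, 32 gave mm9 positions and 6 T-ALL arrays gave mm8 positions, and all arrays were joined by probe name and given the mm9 position.

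Per the labels, the tumor was in the red channel (Cy5) and the reference in the green channel (Cy3), whereas the text of the labeling protocol states the reverse. A rule fixed before the data were examined kept the direction of the channel labels if the conditionally deleted locus was negative in T-ALL. Since no probe is assigned to a gene in the files, the rule was applied to probes more than 2 away from their flanks in every T-ALL, of which 7 were lower and 0 were higher. The study also describes gains, by single-cell sequencing of T-ALL cells, of chromosomes that had the highest T-ALL ratios here, which runs the way of the channel labels. In the green channel, the X signal (log2 over autosomal signal) was -0.20 to -0.13 on female arrays and -1.16 to -1.09 on male ones. In the red channel it was -1.13 to -0.06 and -1.50 to -0.50. MMTV-Cre replicate 1 was left out of these ranges. A mixture of liver DNA of several littermates would vary less than single tumors, so these values argue against the direction of the protocol text. The direction of the channel labels was therefore kept. Of 703 pairs of arrays, 8 had a probe-level correlation below -0.3 (lowest -0.46, median 0.25), all of a T-ALL with an HCC. Each of the 8 held Lck-Cre replicate 2, 3 or 5, the 3 noisiest arrays. Over chromosome ratios the correlations of these pairs lay between -0.14 and 0.33. With the sign turned, 3 chromosomes would be higher and 5 lower in T-ALL than in HCC, with 7592 windows higher and 5206 lower. Against the reference, 5 chromosomes would then be higher and 3 lower in T-ALL, and 8 higher and 7 lower in HCC. Between the Trp53 genotypes 1 chromosome would remain on each side, and 2 windows would be higher in p53f/f mice.

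Groups were taken from the labels. T-ALL Lck-Cre replicate 1 carries a source name of HCC beside a T-ALL title and Lck-Cre genotype and was kept as T-ALL. The labels describe the references as mixtures of liver DNA of several littermates with the genotype Mad2f/f p53f/+ and the Cre of the tumor (Alb-Cre for HCC, Lck-Cre for T-ALL). Replicate numbers follow the order of the samples and only name them. The mouse was the unit of replication, and tumors of the same mouse were averaged.

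A chromosome ratio was the mean over the probes of a chromosome, and an event was a ratio past 0.3 or -0.3. The files name no genes, so that windows of 100 kb took the place of genes. There were 23668 windows with a median of 9 probes, and the 23528 with at least 2 probes were tested. The mean of the chromosome in the same array was subtracted from each window. A focal region was a run of neighboring windows past 0.3 or -0.3 in the same direction. The neighbor spread was the interquartile-based SD of differences between neighboring autosomal probes, divided by the square root of 2. Probes were compared with the mean of 10 probes on each side.

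Differences between groups of mice were tested by exact permutation of the mean, two-sided, and differences from the reference by exact sign flips, each with Benjamini-Hochberg adjustment over 19 autosomes and a threshold of 0.05. Counts per mouse were compared with an exact permutation test of midranks. Windows were tested with limma (lmFit and eBayes), and random blocks used duplicateCorrelation of statmod. Similarity of tumors of the same mouse was tested with 100000 permutations of the mouse labels, seed 1. The number of arrays limits the precision. The two-way ANOVA of the study was run over tumors as an alternative only.

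Chromosomes that passed are named, with chromosomes 4, 12, 13, 15 and 18 in any case. For windows the rule named up to 10 per direction between tumor types and up to 5 per direction between Trp53 genotypes, by size of the difference, 1 per run of windows past the threshold. Up to 5 recurrent runs of at least 2 windows per tumor type were named by number of mice, and ties beyond that were counted. The lost probes, single tumors and the regions given under other observations were chosen after their values were seen.

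The tests were tested on simulated data with the spread of these arrays. A shift of 0.2 of a chromosome between tumor types was recovered in 74.2% of cases and a shift of 0.4 in 100%, with 1.54% false calls. A window shift of 0.3 was recovered in 90% of windows between tumor types and in 94% between Trp53 genotypes, with 0.0214% and 0.0514% false calls. The simulated values were independent and had the same SD in both groups. Real SDs differ between the tumor types and neighboring windows can be correlated, so these rates need not hold for the arrays. Among random splits of the HCC mice, the highest count of windows called was 160.

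Alternatives changed 1 choice at a time: the unit, centring (none, the mode of a running median of 21 probes, or the median of the chromosome means), normexp background correction with an offset of 50 on median signals, the deposited log2 table, the mean over probes, a signal filter, thresholds, window size (50 and 200 kb), samples left out, sex, scan and the test. As an exception, scan and sex in the chromosome tests also replaced the exact test by limma, which was also run without them for the tumor types and the Trp53 genotypes. Antigen receptor loci, single genes such as Met and fixed gene lists were planned but not analysed here, because no gene annotation was joined to the probe positions. Of the items that the naming rule covers, 1 is not reported here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used.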

Results

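Genomic DNA of 38 mouse tumors was compared with control liver DNA by array comparative genomic hybridization (array CGH), in which tumor and reference DNA carry different dyes and compete for the same probes. The log2 ratio of tumor over reference at a probe then measures relative DNA copy number. All tumors came from mice with a conditional Mad2l1 allele on chromosome 6, which encodes a component of the spindle assembly checkpoint, and a conditional allele of the tumor suppressor Trp53 on chromosome 11. There were 9 T-cell acute lymphoblastic leukemias (T-ALLs), each from its own mouse, of which by the labels 6 carried Lck-Cre and 3 carried MMTV-Cre. The study itself names only Lck-Cre for its T-ALLs. The 29 hepatocellular carcinomas (HCCs) carried Alb-Cre, which is active in hepatocytes, and came from 21 mice. Among these mice 16 were p53f/f (21 tumors) and 5 were p53f/+ (8 tumors), and 8 mice gave 2 tumors each. Tumors of 1 mouse were averaged, so that n counts mice unless tumors are named. The comparisons asked which chromosomes and regions the tumors of each tissue had gained or lost and whether the tissues differed.

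Each array measured 234018 probes with a known position, of which 221455 lay on the 19 autosomes, 11957 on X and 606 on Y. The number of arrays limits the precision of each comparison. The spread between neighboring probes, a measure of array noise, had a median of 0.20 over the 9 T-ALL arrays (0.12 to 0.58) and of 0.14 over the 29 HCC arrays (0.10 to 0.21), in log2 units. Averaged per mouse, the noise was higher in T-ALL than in HCC (exact rank-sum permutation test, two-sided, p = 0.00299). The T-ALL Lck-Cre replicates 2, 3 and 5 were the 3 arrays with a spread above 0.25. The median background-subtracted reference signal was 430 to 522 on the T-ALL arrays and 323 to 383 on the HCC arrays, and the tumor signal was 448 to 1036 and 562 to 840.

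In all T-ALLs, single probes on chromosomes 6 and 11 had lost nearly all of their signal, whereas in HCCs the same probes were lowered to a smaller extent. The chromosome 6 probe (mm9 66485897 to 66485956) lay -4.35 ± 0.86 (SD, n = 9) below its flanking probes in T-ALL and -0.70 ± 0.31 (n = 21) in HCC. The chromosome 11 probe (mm9 69397121 to 69397180) lay -5.02 ± 0.51 below its flanks in T-ALL and -1.10 ± 0.59 in HCC. The tumor types differed by -3.65 and -3.92, without a test because the probes were chosen by these values. Both probes were below their flanks in 21 of 21 HCC mice (exact sign-flip test, two-sided, p = 9.5e-07 for each). On chromosome 6 the next probe (from 66489958) was at -0.49 in T-ALL and -0.66 in HCC, and the previous one at 0.10 and 0.20. The lowering in HCC was therefore not particular to the lost probe of chromosome 6. Beside the chromosome 11 probe, the neighbors were at 0.02 and -0.002 in HCC. By the labels, the HCC reference was liver DNA of Mad2f/f p53f/+ Alb-Cre mice, which can carry the recombined alleles, whereas the methods of the study name wild-type liver, and HCC values may be raised by such a reference. In HCC the chromosome 11 probe was lower in p53f/f mice (-1.24 ± 0.56, n = 16) than in p53f/+ mice (-0.66 ± 0.46, n = 5), with an exact permutation p = 0.0473. This p was above 0.05 without the p53f/+ mouse of replicates 1 and 2 (-0.45, exact permutation p = 0.142), replicates 4 and 5 (-0.59, 0.0685) or replicates 6 and 7 (-0.48, 0.128), and without any of 8 p53f/f mice (0.0537 to 0.0659). The chromosome 6 probe went the other way and was at -0.61 ± 0.23 in p53f/f mice, 0.39 above the p53f/+ mice (n = 16 and 5, exact permutation p = 0.00870), and 0.24 above them without the mouse of replicate 8 (exact permutation p = 0.0743). Of 218904 autosomal probes, 7 lay more than 2 below their flanks in every T-ALL and 0 lay as far above them. The other 5 of these probes were also low in HCC on average, with means between -6.69 and -2.22. The probes were chosen by their values in T-ALL, the 2 given first because HCC was within 2 of the flanks, and the array files do not name the gene under a probe.

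**Figure D1:**
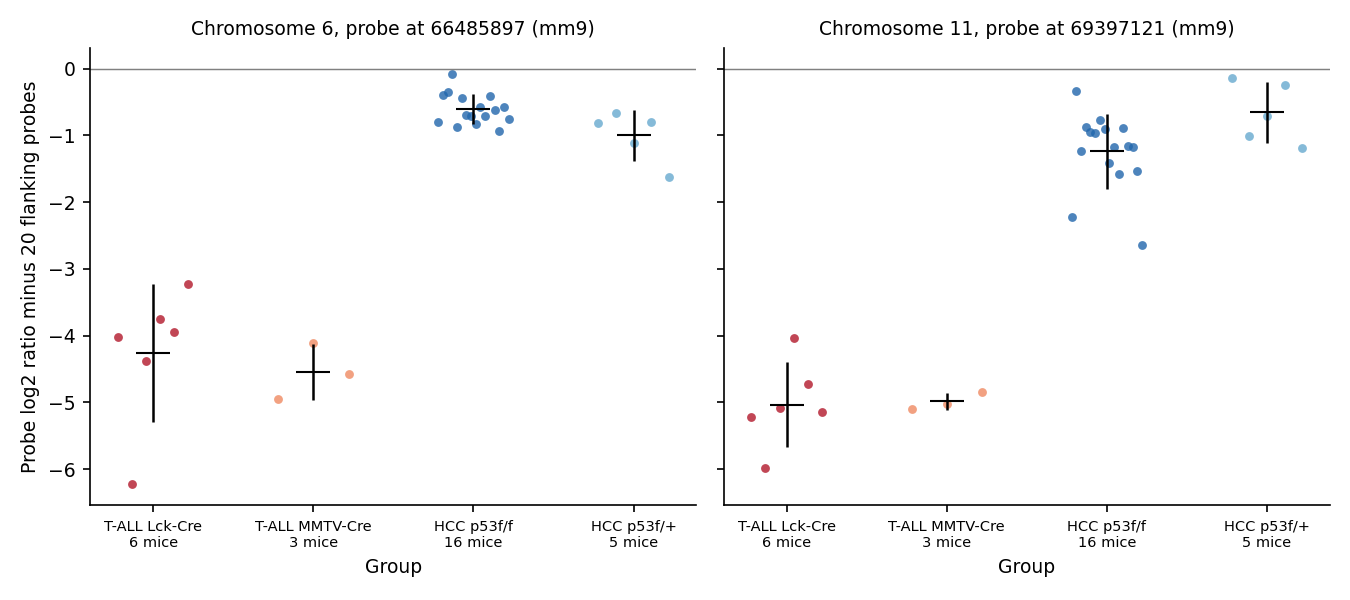
Log2 ratio of 1 probe on chromosome 6 (left) and 1 on chromosome 11 (right) minus the mean of its 20 flanking probes, with 1 point per mouse in each of 4 groups and bars for the mean and SD. The 9 T-ALLs lie below -3.2 on chromosome 6 and below -4.0 on chromosome 11, and the HCC mice lie closer to 0.

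Whole-chromosome ratios separated the tumor types. The study describes resected HCCs as mixed with normal tissue and probably polyclonal, and T-ALLs as clonal. Such mixing would bring HCC ratios nearer to 0. A difference in size between the types need not be a difference in copy number of the tumor cells. Chromosomes 4, 5, 12, 14 and 15 were higher in T-ALL than in HCC, and chromosomes 1, 2 and 18 were lower. On chromosome 18 the types did not overlap, since every T-ALL was below 0 (-0.17 ± 0.06, n = 9) and every HCC mouse was above 0 (0.21 ± 0.11, n = 21), a difference of -0.38. Chromosome 4 was at 0.16 ± 0.28 in T-ALL and at -0.18 ± 0.13 in HCC, and 8 of 9 T-ALLs lay above the HCC median. Chromosome 14 was at 0.40 ± 0.16 in T-ALL and 0.09 ± 0.13 in HCC. Two-sided exact permutation tests with Benjamini-Hochberg adjustment over 19 autosomes gave an adjusted p of 1.3e-06 for chromosome 18, 0.000139 for chromosome 14, 0.000427 for chromosome 2 and 0.000557 for chromosome 4.

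Chromosome 15, the site of the Myc oncogene, was higher in T-ALL (0.52 ± 0.21, n = 9) than in HCC (0.28 ± 0.20, n = 21), with 9 of 9 T-ALLs above the HCC median (exact permutation adjusted p = 0.0161). Chromosome 5 differed by 0.21 (adjusted p = 0.0161, with 7 of 9 T-ALLs above the HCC median). Chromosome 12 was at 0.08 ± 0.31 in T-ALL and at -0.15 ± 0.19 in HCC (exact permutation adjusted p = 0.0369, n = 9 and 21), and chromosome 1 was at 0.01 ± 0.17 and 0.16 ± 0.14 (adjusted p = 0.0447). Chromosome 13 was at -0.08 ± 0.19 in T-ALL and -0.25 ± 0.20 in HCC, a difference of 0.17 that was not past the adjusted threshold (p = 0.0441, adjusted p = 0.0837, exact permutation). Some calls were near the threshold and were lost when single mice were left out, mostly with little change in the difference. Without Lck-Cre replicate 4, whose chromosome 12 ratio was 0.80, the chromosome 12 difference was 0.14 (exact permutation adjusted p = 0.130), and it also missed the threshold without Lck-Cre replicate 1 (0.23, adjusted p = 0.0580), Lck-Cre replicate 2 (0.22, 0.0681) or MMTV-Cre replicate 3 (0.23, 0.0557), or without the HCC mouse of p53f/f replicate 16 (0.22, 0.0511) or of p53f/f replicates 18 and 19 (0.22, 0.0514). The chromosome 1 call was lost without Lck-Cre replicate 1 (-0.13, exact permutation adjusted p = 0.0766), 2 (-0.13, 0.0905), 3 (-0.14, 0.0783), 4 (-0.13, 0.111) or 6 (-0.13, 0.113), and without any of 8 p53f/f (adjusted p 0.0556 to 0.0614) or 3 p53f/+ mice (0.0506 to 0.0577). It was also lost with centring on the mode (-0.11, exact permutation adjusted p = 0.395) or on the median of the chromosome means (-0.08, 0.266), with normexp (-0.17, 0.0511), with each tumor as its own sample (-0.14, 0.0575) and with scan as a random block in limma (-0.14, 0.0593). Omission of single HCC mice in turn brought chromosome 7 (4 mice, -0.11 to -0.10, exact permutation adjusted p 0.0150 to 0.0453), chromosome 13 (p53f/f replicate 11, 0.19, 0.0387) and chromosome 19 (p53f/f replicate 1, -0.12, 0.0198) past the threshold. With Lck-Cre T-ALLs only (n = 6), chromosome 15 differed by 0.17 (exact permutation adjusted p = 0.145) and chromosome 12 by 0.27 (adjusted p = 0.0559), and neither passed. Without the 3 noisy arrays, 4 chromosomes (2, 4, 14 and 18) passed in place of 8, with 6 T-ALLs in place of 9. The differences that no longer passed were -0.13 for chromosome 1, 0.17 for chromosome 5, 0.28 for chromosome 12 and 0.23 for chromosome 15.

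**Figure D2:**
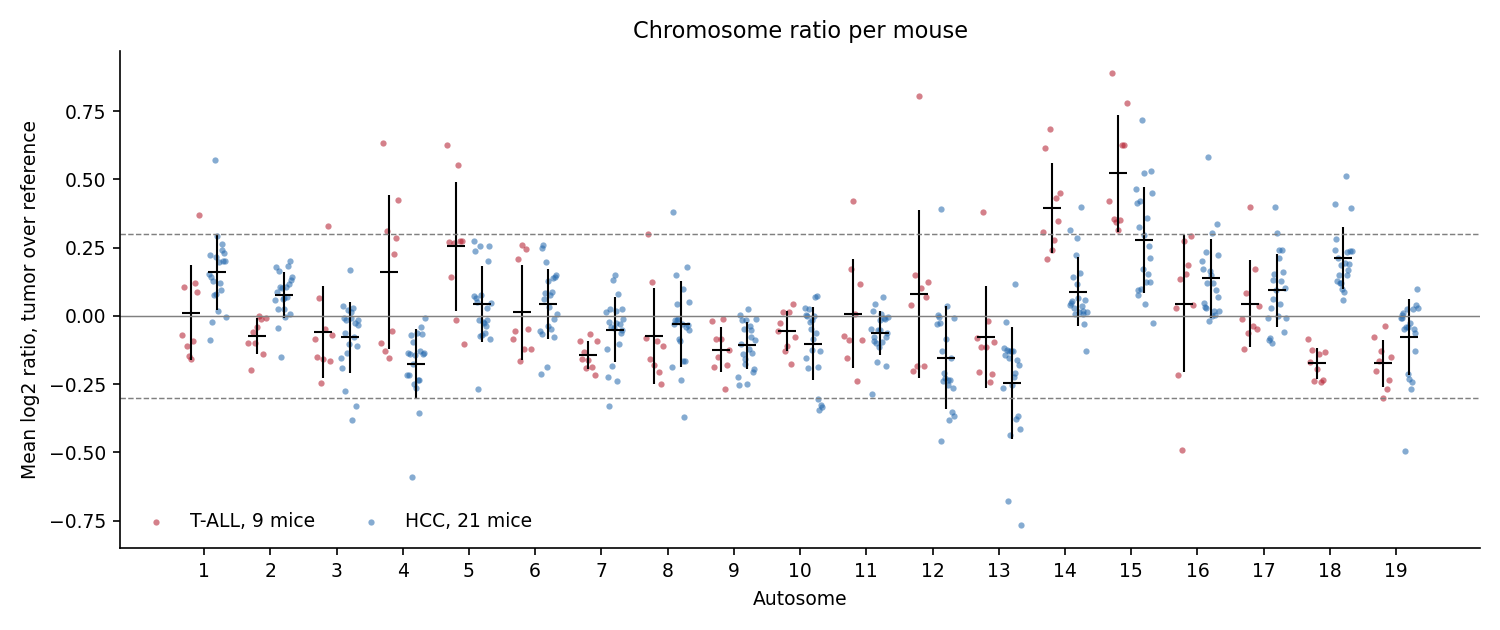
Mean log2 ratio of tumor over reference for each of the 19 autosomes, with 1 point per mouse (9 T-ALL, 21 HCC), bars for the mean and SD, and dashed lines at 0.3 and -0.3. All 9 T-ALLs lie above 0.3 on chromosome 15, and the groups do not overlap on chromosome 18.

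Against the reference, chromosome 15 was higher in both tumor types. In T-ALL chromosomes 5, 14 and 15 were higher and chromosomes 2, 7, 9, 18 and 19 were lower than the reference. The shifts of chromosomes 2 (-0.07 ± 0.07), 7 (-0.14 ± 0.05) and 9 (-0.12 ± 0.08) were small but had the same sign in 9 of 9 T-ALLs. In HCC 15 chromosomes differed from the reference, 7 higher and 8 lower, led by chromosome 15 (0.28, above 0 in 20 of 21 mice), chromosome 18 (0.21, above 0 in 21 of 21), chromosome 13 (-0.25, below 0 in 20 of 21) and chromosome 4 (-0.18, below 0 in 21 of 21). Exact sign-flip tests, two-sided, gave an adjusted p of 0.0106 for chromosomes 2, 7, 9, 14, 15, 18 and 19 in T-ALL, where no smaller p is possible than 0.00391, and of 0.0371 for chromosome 5. In HCC the adjusted p was 1.2e-05 for chromosome 15, 9.1e-06 for chromosomes 4 and 18 and 1.4e-05 for chromosome 13. Chromosome 4 in T-ALL (adjusted p = 0.230, exact sign-flip) and chromosome 13 in T-ALL (adjusted p = 0.383) did not pass. Chromosome 13 rested on Lck-Cre replicate 6, without which it was at -0.14 and passed (exact sign-flip adjusted p = 0.0186, n = 8), and without which the tumor types differed by 0.11 (exact permutation adjusted p = 0.261). In HCC chromosome 7 missed the threshold (adjusted p = 0.0781, exact sign-flip) but passed without the mouse of p53f/f replicate 4 (-0.06, 0.0345) or replicate 7 (-0.06, 0.0289). The chromosome 5 call in T-ALL was lost without Lck-Cre replicate 1 (0.22), 2 (0.27), 3 (0.21) or 5 (0.25), each with an exact sign-flip adjusted p of 0.0742, and without Lck-Cre replicate 6 (0.25), MMTV-Cre replicate 1 (0.25) or MMTV-Cre replicate 2 (0.25), each with 0.0660. Centred on the mode of the smoothed ratios instead of the median, 4 chromosomes (14, 15, 18 and 19) passed in T-ALL, chromosome 2 was at 0.01, and chromosomes 18 (-0.09) and 19 (-0.10) were nearer to 0 than the -0.17 of each above. In HCC 10 chromosomes then passed, 7 higher and 3 lower (4, 9 and 13), and the calls for chromosomes 3, 10, 11, 12 and 19 were lost. Centred on the median of the chromosome means, 4 chromosomes were higher and 3 lower in T-ALL, without chromosomes 2 and 9 and with chromosome 17, and 15 passed in HCC.

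Scored at a mean ratio past 0.3 or -0.3, gain of chromosome 15 was the most frequent whole-chromosome event, in 9 of 9 T-ALLs and 12 of 29 HCCs. Chromosome 14 was gained in 6 T-ALLs and 2 HCCs, and chromosome 4 in 3 T-ALLs, whereas 2 HCCs had lost it. Loss of chromosome 13 was scored in 9 HCCs and 0 T-ALLs, loss of chromosome 12 in 7 HCCs and 0 T-ALLs, and gain of chromosome 18 in 7 HCCs and 0 T-ALLs. The median was 3 events in T-ALL (1 to 5, n = 9) and 2 in HCC (0 to 5.5, n = 21), a difference within the spread (exact rank-sum permutation test, two-sided, p = 0.185). Gains past 0.3 were scored more often in T-ALL, with a median of 3 against 1 (exact p = 0.00122), and losses did not pass, with medians of 0 and 0.5 (exact p = 0.0780). A fixed threshold can miss events in HCCs mixed with normal cells, and the ratios were not corrected for this. In total the T-ALLs held 27 gains and 2 losses and the HCCs 36 gains and 30 losses, and 8 of 29 HCCs and 0 of 9 T-ALLs had no event. With the sign of the ratios turned, every gain would be a loss and every loss a gain, chromosome 15 included. The event difference depended on the centring. It was 1 (4 against 3, exact p = 0.0441) with the arrays centred on the median of their chromosome means and -0.5 (4 against 4.5, exact p = 0.956) with centring on the mode.

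Focal changes were scored in windows of 100 kb, after the mean of the chromosome in that array had been subtracted. At 0.3 and -0.3, T-ALLs held a median of 1234 focal regions (180 to 4324, n = 9) and HCCs of 215 (97 to 501, n = 21), and these regions covered 2169 and 301 windows. Both differences passed the exact rank-sum permutation test, two-sided (p = 2.7e-05 and p = 9.2e-06). Median windows per region were 2.20 and 1.24 (exact p = 0.0504). Mixing with normal cells may lower the HCC counts. Both differences still passed in 11 alternatives, among them fixed thresholds of 0.4 and 0.5 and omission of the noisy arrays, and missed the threshold in 1. That alternative set the threshold at 3 times the neighbor spread of each array, which is a higher cut on noisier arrays. The medians were then 111 and 91 regions (exact p = 0.756) and 462 and 115 windows (exact p = 0.104).

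The windows that were lowest in T-ALL relative to HCC lay on chromosomes 14 and 6. The window at mm9 chromosome 14, 54600001 to 54700000, was at -3.24 ± 1.36 (SD, n = 9) in T-ALL and at -0.01 ± 0.09 (n = 21) in HCC (limma adjusted p = 2.6e-09). On chromosome 6, the window from 41200001 to 41300000 was at -2.20 ± 1.25 in T-ALL and 0.03 ± 0.05 in HCC (limma adjusted p = 6.9e-08), and each of these windows was below -0.3 in 9 of 9 T-ALLs. T-cell receptor genes, which T-cells cut and rejoin, lie on chromosomes 6, 13 and 14, but the files name no gene for a window and none is assigned here. From its array CGH, the study described loss at the T-cell receptor loci of chromosomes 6 and 14 in T-ALLs. It took this loss as a sign that the T-ALLs were clonal. Whether the windows here cover those loci was not tested. Other windows lower in T-ALL were on chromosomes 7 (21300001 to 21400000, -1.16 ± 1.01 against 0.35 ± 0.20) and 6 (130400001 to 130500000, -0.89 ± 0.60 against 0.11 ± 0.10). A window on chromosome 3 from 16900001 and 4 on chromosome 8 (from 43200001, 53300001, 88700001 and 91600001) had T-ALL means between -1.04 and -0.66. Without the 3 noisy arrays the window of chromosome 8 from 88700001 was at -0.59. These low values lay mostly in the Lck-Cre T-ALLs, a difference that was not tested and is partly confounded with scan and sex. Probes were few, with 2 in the window of chromosome 7, 4 in that of chromosome 6 from 130400001, 5 on chromosome 3 and 3 to 4 on chromosome 8. In the chromosome 7 window 13 of 21 HCC mice were above 0.3. On chromosome 3, 3 HCC mice were above 0.3 and 3 were below -0.3. Whether these windows are copy changes of the tumors was not tested. The Lck-Cre and MMTV-Cre means were -1.66 and -0.15 in the window of chromosome 7, -1.28 and -0.10 in that of chromosome 6 from 130400001, and -1.61 and 0.10 in that of chromosome 8 from 88700001, whereas both groups were low on chromosome 8 from 91600001 (-0.95 and -0.47).

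Among windows higher in T-ALL, the clearest gains lay on chromosomes 2 and 16. The window of chromosome 2 from 25300001 to 25400000 was at 0.74 ± 0.61 in T-ALL (n = 9) and -0.06 ± 0.09 in HCC (n = 21), within a run of windows from 23900001 to 27400000 that all passed. On chromosome 16 the windows from 93200001 to 93300000 and from 51800001 to 51900000 were at 0.57 ± 0.36 and 0.56 ± 0.45 in T-ALL and at -0.08 ± 0.06 and -0.13 ± 0.13 in HCC. Windows on chromosome 14 (from 42700001, 0.72 ± 0.85), chromosome 12 (from 114100001, 0.55 ± 0.71) and chromosome 2 (from 92900001, 0.38 ± 0.42) had larger spreads, and 5, 3 and 5 of 9 T-ALLs were above 0.3 there. Without the 3 noisy arrays the means were 0.45 on chromosome 14 and 0.20 on chromosome 2, and without Lck-Cre replicate 1 the mean on chromosome 12 was 0.33. The MMTV-Cre means on chromosome 12 (0.15) and in this last window of chromosome 2 (0.01) were low beside those of Lck-Cre (0.75 and 0.56). The remaining 4 of the 10 named windows, on chromosome 1 from 8100001, 13300001, 14300001 and 26400001, were higher because HCC was low, with HCC means between -0.87 and -0.52 and 19 of 21 HCC mice below -0.3, whereas T-ALL means were between -0.27 and 0.13. In T-ALL these 4 windows were lowest in MMTV-Cre replicate 2, at -1.51 to -0.75.

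In all, limma with Benjamini-Hochberg adjustment called 12798 of 23528 windows, 5206 higher and 7592 lower in T-ALL, and each of the 19 autosomes held at least 138 higher and 181 lower windows. The median absolute difference was 0.18 over the windows called and 0.12 over all windows tested. Over windows, which are not independent replicates, the difference followed the reference brightness (Spearman's rho = 0.47) and the number of probes (rho = 0.30). The tumor types were scanned separately (3 scans each), so no scan holds both types, and with scan as a random block 7556 windows passed.

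**Figure D3:**
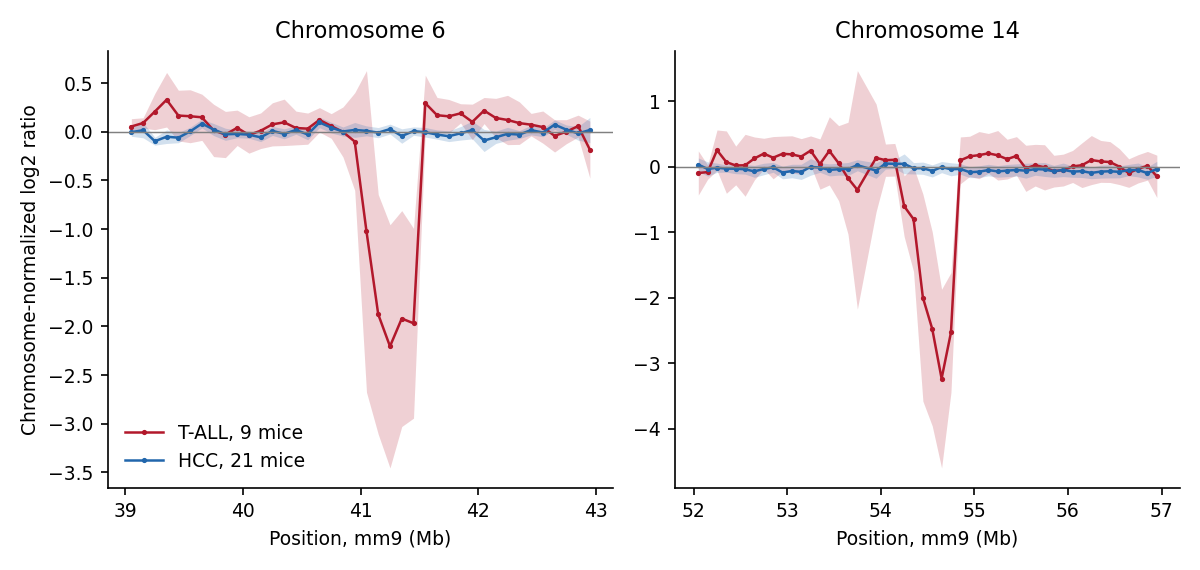
Chromosome-normalized log2 ratio of 100 kb windows along parts of chromosomes 6 and 14 (mm9, Mb), with lines for the mean of 9 T-ALL and 21 HCC mice and bands for the SD. T-ALL falls to -2.20 at chromosome 6 and -3.24 at chromosome 14, where HCC stays near 0.

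The runs of at least 2 windows that were lost in most T-ALLs included those on chromosomes 6 (41100001 to 41500000, -1.99 ± 1.13) and 14 (54600001 to 54800000, -2.88 ± 1.05), each in 9 of 9 T-ALLs. A run on chromosome 11 (71000001 to 71200000) was also low in 9 of 9 T-ALLs (-1.94 ± 0.50) and in 15 of 21 HCC mice (-1.81 ± 1.40, exact permutation p = 0.776). A run on chromosome 7 (21300001 to 21600000, with 4 probes) was low in 7 T-ALLs, and 11 of 21 HCC mice were above 0.3 there. A further 19 runs were low in 6 of 9 T-ALLs. Of the gains, 3 runs on chromosome 16 were high in 6 of 9. In HCC, chromosome 19 from 17100001 to 17600000 was low in 13 of 21 mice (-0.28 ± 0.15) and also in 6 of 9 T-ALLs (-0.22 ± 0.42). Chromosome 17 from 38600001 to 38800000 was high in 11 HCC mice, where the T-ALL mean was -0.32, and runs on chromosomes 13 (61900001 to 62200000) and 14 (26700001 to 26900000) were low in 9 HCC mice, with T-ALL means of -0.08 and -0.37. These last 2 runs were also above 0.3 in 7 other HCC mice each. The study used mice of mixed strain background and attributed its focal candidates common to both tumor types to artifacts of that background. Some runs here were low in both types, both low and high within HCC, or low in T-ALL and high in HCC. Whether such runs have that origin was not tested. They need not be copy changes of the tumors.

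Within HCC, chromosome 12 was lower in p53f/f than in p53f/+ mice, and chromosome 17 was higher. Chromosome 12 was at -0.22 ± 0.13 (n = 16) in p53f/f and 0.07 ± 0.18 (n = 5) in p53f/+ mice, and 15 of 16 p53f/f mice lay below the p53f/+ median (exact permutation test, two-sided, p = 0.000737, adjusted p = 0.0140). Chromosome 17 was at 0.14 ± 0.12 in p53f/f and -0.05 ± 0.06 in p53f/+ mice, and 16 of 16 p53f/f mice lay above the p53f/+ median (exact permutation adjusted p = 0.0397). The other 17 autosomes did not pass. Both calls were lost without the single mouse of p53f/+ replicate 8, whose chromosome 12 ratio was 0.39 and whose omission left differences of -0.21 and 0.17 (exact permutation adjusted p = 0.129 for each). Chromosome 17 also missed the threshold without the p53f/+ mouse of replicates 1 and 2 (0.20, exact permutation adjusted p = 0.0608), replicate 3 (0.18, 0.124) or replicates 4 and 5 (0.18, 0.118), and without any of 8 p53f/f mice (0.18 to 0.19, 0.0515 to 0.0594). Centred on the mode, neither passed (chromosome 12 at -0.32, exact permutation adjusted p = 0.133, and chromosome 17 at 0.16, 0.540). Chromosome 17 also missed the threshold with normexp (0.21, adjusted p = 0.0644) and with centring on the median of the chromosome means (0.19, 0.0668). In limma without scan both passed (adjusted p = 0.00383 and 0.0407), and with scan as a block chromosome 12 passed (adjusted p = 0.00713) and chromosome 17 did not (adjusted p = 0.146). Scan 3, with 5 p53f/f and 3 p53f/+ mice, gave -0.17 for chromosome 12 (exact permutation p = 0.25) and 0.06 for chromosome 17 (exact permutation p = 0.375), and sex differed with genotype there. Scans 1 and 2 each held 1 p53f/+ mouse and gave -0.64 and -0.17 for chromosome 12 and 0.27 and 0.31 for chromosome 17.

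**Figure D4:**
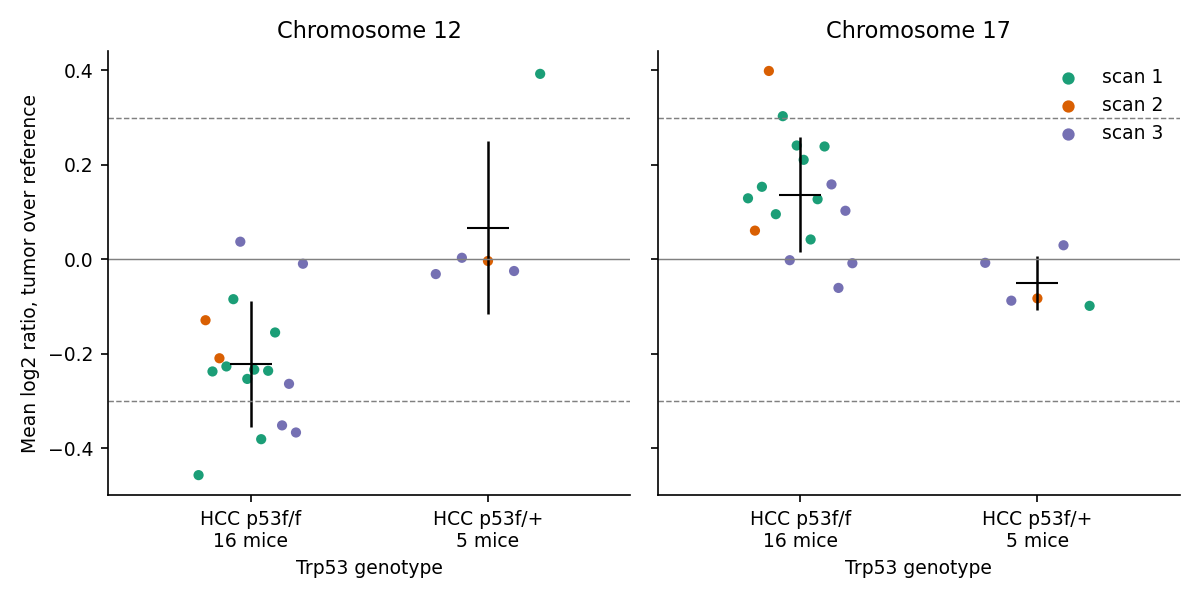
Mean log2 ratio of chromosomes 12 and 17 in HCC of p53f/f (16) and p53f/+ (5) mice, with 1 point per mouse colored by scan, bars for the mean and SD, and dashed lines at 0.3 and -0.3. One p53f/+ mouse of scan 1 lies at 0.39 on chromosome 12, apart from the other p53f/+ mice.

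After chromosome normalization, 2 neighboring windows on chromosome 11 (71000001 to 71200000) passed between the Trp53 genotypes among 23528 tested with limma, and 1369 had an unadjusted p under 0.05. Without it 345 windows passed, 30 higher and 315 lower in p53f/f mice, and with normexp 0 passed and 597 had an unadjusted p under 0.05. The window from 71000001 to 71100000 was at -3.79 ± 1.44 (n = 16) in p53f/f and at 0.35 ± 0.63 (n = 5) in p53f/+ mice (limma adjusted p = 0.0125), and 15 of 16 p53f/f mice were below -1. T-ALLs, which are labelled p53f/f, were at -2.90 ± 0.65 in the same window. Without the p53f/+ mouse of replicates 6 and 7, 0 windows passed and 1126 had an unadjusted p under 0.05, although the difference in this window was still -3.96. The difference was -4.10 without chromosome normalization and -1.23 with normexp.

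No autosome passed between Lck-Cre and MMTV-Cre T-ALLs. Scan 4 held only Lck-Cre T-ALLs and scan 6 only MMTV-Cre ones, so Cre and scan are partly confounded. The largest difference was on chromosome 1, at -0.08 ± 0.10 (n = 6) and 0.19 ± 0.15 (n = 3), with an exact permutation p = 0.0238 and an adjusted p of 0.452. It was the only autosome with an unadjusted p under 0.05, and the 84 splits of 9 tumors cannot give a p below 0.0119. No autosome passed between male (13) and female (8) HCC mice either (smallest exact permutation p = 0.112, adjusted p = 0.629, and 0 unadjusted p under 0.05).

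The sex chromosomes of the tumors departed from their references. In the 5 male T-ALLs the Y ratio was -2.21 ± 0.50 and the X ratio -0.03 ± 0.16. Male HCC mice had a smaller fall of Y, at -0.59 ± 0.42 (n = 13), with 10 of 13 below -0.3. X was at -0.98 in p53f/f replicate 20 and -1.01 in replicate 21, female HCCs of the same mouse. It was at -0.996 in p53f/f replicate 19 and at 0.11 in replicate 18 of another mouse, and the mean over female HCC mice was -0.28 ± 0.34 (n = 8). Of the 4 T-ALLs labelled female, 3 had X ratios of -0.58, -0.77 and -0.72 and Y ratios between -0.22 and 0.04. The last, MMTV-Cre replicate 1, had an X ratio of -0.15 and a Y ratio of -2.34. The labels call the reference matched in sex, whereas the methods of the study call it mismatched, and in every other array the reference signal of Y followed the labelled sex.

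**Figure D5:**
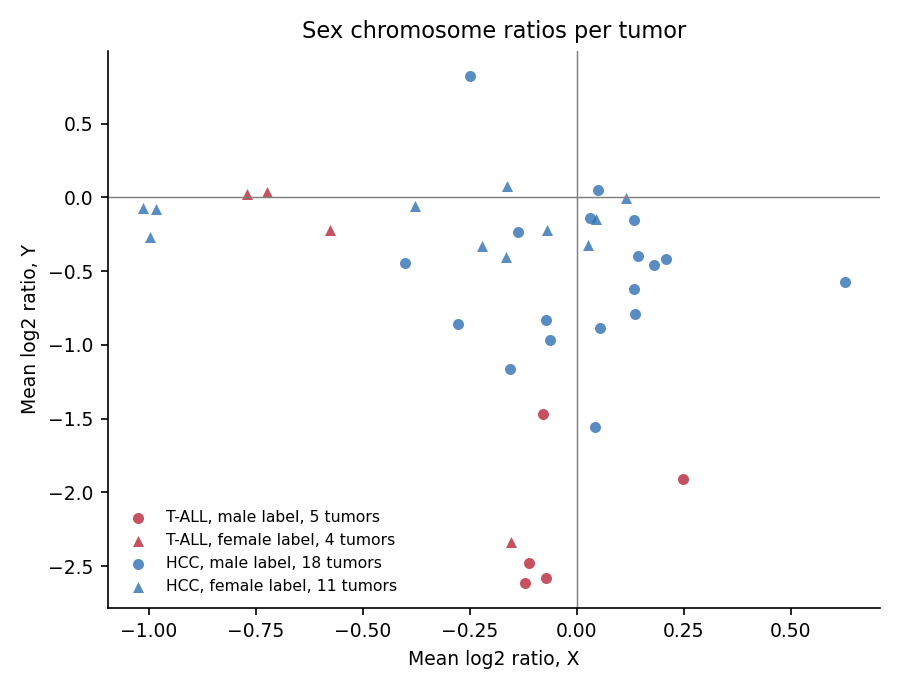
Mean log2 ratio of X (horizontal) and Y (vertical) in each of 38 tumors, by tumor type and labelled sex. Male T-ALLs lie at Y ratios below -1.4, and 1 T-ALL labelled female lies among them at -2.34.

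Tumors of the same mouse were compared over the 19 autosome ratios. Their mean Pearson correlation was 0.537 over 8 pairs (-0.11 to 0.87) and 0.486 over the other 398 pairs of HCCs, a difference of 0.0509 (permutation of the mouse labels, one-sided, p = 0.218). Over chromosome-normalized windows the difference was 0.328 (permutation p = 1e-05, the smallest that 100000 permutations give). Windows may carry inherited differences between mice as well as those of the tumors. Both tumors of each mouse also shared scan, sex and Trp53 genotype, and the labels were permuted across these. This p therefore does not separate the mouse from scan, sex or genotype. Correlations over autosomes or windows are not taken over independent replicates, and the 8 pairs set the precision.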

Values the study reported

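The study reported a median of 3 whole-chromosome events per T-ALL and 2 per HCC, which did not differ (p>0.05). It gave p<0.001 for chromosome 4, p<0.01 for chromosome 12 and p<0.001 for chromosome 18 when the tumor types were compared. For focal changes it gave a median of 29 copy number variants in T-ALL, affecting about 40 genes each, and about 20 in HCC, affecting about 2–3 genes each. An amplification of Met was described in 5–10% of HCCs.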

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

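All tests in this part were chosen after the result was seen, apart from the comparison of T-ALL with HCC on chromosome 18. Of 43 values, each over the 9 T-ALLs or the 5 p53f/+ HCC mice, 9 held a sample far from the rest. Chance would give about 2.15 if the values were independent, but the same few groups of samples were used each time, 4 of the 9 are the same tumor on chromosome 1, and 6 are windows chosen for a large difference, so that number is no guide here.

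On chromosome 12, T-ALL Lck-Cre replicate 4 had a ratio of 0.80, whereas the other T-ALLs lay between -0.20 and 0.15. On chromosome 13, Lck-Cre replicate 6 was at 0.38 and the others between -0.24 and -0.02. MMTV-Cre replicate 2 was far below the other T-ALLs in 4 windows of chromosome 1 (mm9). It was at -1.49 in the window from 14300001 (others -0.06 to 0.26), at -1.48 in that from 8100001 (-0.43 to 0.18), at -0.75 in that from 13300001 (-0.00 to 0.38) and at -1.51 in that from 26400001 (-0.64 to 0.19). In the window of chromosome 12 from 114100001, Lck-Cre replicate 1 was at 2.30 and the others between 0.12 and 0.87. In the window of chromosome 2 from 92900001, Lck-Cre replicate 5 was at 1.27 and the others between -0.06 and 0.59. Among p53f/+ HCC mice, replicate 8 had a chromosome 12 ratio of 0.39 and the others lay between -0.03 and 0.00. On chromosome 18, every T-ALL had a negative ratio (highest -0.08) and every HCC mouse a positive one (lowest 0.06). The difference was -0.38, and its exact permutation test is given in the report. These signs are relative to the autosomal median of each array, which gains of other chromosomes can shift. With centring on the mode the T-ALL mean was smaller in size, so the sign alone does not show a loss in every T-ALL.

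The first pattern weighed is the large number of windows that differed between T-ALL and HCC. Without the 3 noisy arrays 13155 windows passed, after removal of a trend on reference brightness and probe number 11352 passed, and with scan as a random block 7556 passed, each more than a 0.5 share of the 12798, so none of these by itself removed most of the calls. Among 100 splits of the mice, 1, the real one with 12798 windows, gave as many, and the highest of the others gave 4. No other split drawn came near the real count, but 100 splits cannot exclude chance. Splits that mix the types also have a wider spread within groups, which lowers their counts. These splits mix scans as well and say nothing about differences between scans. The separate reference mixtures of the tumor types and a difference between the tissues remain open as untested explanations, as do differences between scans beyond what the random block removes, since each scan holds 1 type. No biological reading of these differences is offered.

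The next pattern is the window of chromosome 11 (71000001 to 71100000) that was low in p53f/f HCC. If normal cells diluted a deletion of the tumor cells, the window would seldom lie far below the lost chromosome 11 probe, yet it lay more than 1 below that probe in 14 of 16 p53f/f mice (median difference -2.26), which argues against such a deletion but leaves it open, because the probe value also depends on how completely the conditional allele was recombined in tumor and reference. Tumors of the same mouse differed by at most 1.08 over 8 pairs, against 4.14 between genotypes, which is consistent with an inherited variant that travels with the conditional allele as a candidate explanation. In p53f/f mice the window was at -3.22 to -2.96 in 8 of 9 males of scan 1 and at 0.01 in replicate 7, and at -5.49 to -4.78 in females of scans 2 and 3, so sex and scan cannot be separated there. For the count of windows between the genotypes, 3 of 100 splits gave at least the real 2, and the highest other gave 160, and the next 10. What sets that 1 split apart was not tested.

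The last pattern is T-ALL MMTV-Cre replicate 1, labelled female, with X and Y ratios like those of males. Its tumor Y signal of -3.89 (log2 over autosomal signal) lay above all 14 other tumors labelled female (-6.72 to -5.31), which argues against a female tumor hybridized with a male reference. The Y signals of its tumor and reference (-1.40) were near those of male T-ALLs (-4.36 to -3.05 and -1.47 to -1.42), so a male mouse under a wrong sex label is a candidate explanation. No biological explanation was tested.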

How the results depend on the processing

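The tests without the noisy arrays, with other window sizes, with scan in the window comparisons, with limma or sex between Trp53 genotypes and with permutation within scan were chosen after the data were seen, and the others before the data were examined. Of the values that answer a comparison, 165 kept their direction and side of the threshold or, for counts, stayed within 1.5 times. A further 8 counts stayed the same with the sign turned, which swaps higher and lower, and 2 event differences were 0. Another 21 counts moved by more than 1.5 times, and 2 values became stronger, 2 weaker and 1 reversed. For single chromosomes these numbers were 450 same, 53 weaker, 2 stronger and 1 reversed. Chromosomes 4, 14 and 18 passed between tumor types in 24 of 24 distinct alternatives, whereas chromosome 1 missed the threshold in 12 and chromosome 12 in 6. With centring on the mode, 0 chromosomes passed between Trp53 genotypes, with differences of -0.32 and 0.16 for chromosomes 12 and 17, and 4 differed from the reference in T-ALL, where chromosome 2 turned to 0.00523 (adjusted p = 0.960), and the event difference was -0.5. With centring on the median of chromosome means the event difference was 1 with an exact p of 0.0441, and 1 chromosome differed between Trp53 genotypes, as with normexp and with scan as a block in limma, and 0 within scan 3. Normexp left 0 windows between Trp53 genotypes in limma, with 597 at an unadjusted p under 0.05. Without the noisy arrays 4 chromosomes differed between tumor types. Between tumor types 22400 windows of 50 kb and 6632 of 200 kb passed, because 42127 and 11860 were tested, and 7556 passed with scan as a random block. Between Trp53 genotypes 345 windows passed when not chromosome-normalized, 4 at 50 kb and 1 at 200 kb. With a threshold of 3 times the neighbor spread the differences in focal regions and windows were 20 and 347. The difference in similarity between same-mouse and other pairs was 0.328 over windows. Except where the construction shows it, the cause was not tested. Leaving out 1 p53f/+ mouse at a time left 0 to 2 chromosomes and 0 to 2 windows between genotypes, with 0 chromosomes without replicate 8, 0 windows without the mouse of replicates 6 and 7 (1126 unadjusted), and 1 window without that of replicates 1 and 2 or of replicate 3. Leaving out 1 T-ALL at a time left 6 to 8 chromosomes and 12057 to 13421 windows between tumor types, and 7 to 8 chromosomes against the reference. The background-subtracted signal limits what the arrays resolve, and it was 323 to 383 in the reference channel of HCC. No paired analysis was possible because the replicate numbers only name samples in order. The alternatives for antigen receptor loci and the fixed gene lists were not run, since no probe is assigned to a gene.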

Other observations

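All values and tests in this part were chosen after the data were seen, apart from the focal counts and the events of chromosome 13. Some tumors held focal changes far beyond the thresholds (mm9, mean of the run of windows). HCC p53f/f replicate 10 had a run at 4.10 on chromosome 9 from 7300001 to 8200000. Replicates 20 and 21, tumors of the same p53f/f mouse, shared a gain on chromosome 8 from 3100001 to 20000000, at 2.67 and 2.18. In T-ALL, Lck-Cre replicate 5 had gains of 3.33 on chromosome 8 (8900001 to 13700000) and 2.71 on chromosome 10 (4200001 to 7300000). Runs on chromosome 2 were gained at 1.44 in Lck-Cre replicate 1 (24200001 to 26300000) and 1.56 in MMTV-Cre replicate 1 (12900001 to 16900000), where a further run from 20500001 to 26300000 was at 1.33. Lck-Cre replicate 1 also had a gain of 1.88 on chromosome 12 (112400001 to 114600000). Lck-Cre replicate 6 had a loss of -3.13 on chromosome 6 (66600001 to 67200000), beside the lost probe of that chromosome.

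The median number of focal regions was 1234 in T-ALL and 215 in HCC. Both are higher than the values quoted from the study above, but the study scored genes where windows of 100 kb were scored here. The counts are therefore not on the same scale. The cause was not tested, and with a threshold of 3 times the neighbor spread the medians here were 111 and 91. Chromosome 13 was lost in 0 of 9 T-ALLs and 9 of 29 HCCs at the threshold of -0.3, and it was below 0 in 8 of 9 T-ALLs, with a mean of -0.08 that includes Lck-Cre replicate 6 at 0.38, and of -0.14 without that tumor. The study described its loss as frequent in both tumor types.

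Whether sex changed the difference between tumor types was tested with an interaction term in limma. It passed on no autosome (smallest adjusted p = 0.304), and the unadjusted p was under 0.05 on chromosomes 1 (0.0303) and 14 (0.0320). All 5 male T-ALLs are Lck-Cre and 3 of the 4 labelled female are MMTV-Cre, so that sex and Cre are confounded, and MMTV-Cre replicate 1 was counted by its label.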
